# Ectopic expression of the transcription factor ONECUT3 drives a complex karyotype in myelodysplastic syndromes

**DOI:** 10.1172/JCI172468

**Published:** 2024-02-22

**Authors:** Yingwan Luo, Xiaomin Feng, Wei Lang, Weihong Xu, Wei Wang, Chen Mei, Li Ye, Shuanghong Zhu, Lu Wang, Xinping Zhou, Huimin Zeng, Liya Ma, Yanling Ren, Jie Jin, Rongzhen Xu, Gang Huang, Hongyan Tong

**Keywords:** Hematology, Bone marrow, Genetic instability

## Abstract

Chromosomal instability is a prominent biological feature of myelodysplastic syndromes (MDS), with over 50% of patients with MDS harboring chromosomal abnormalities or a complex karyotype (CK). Despite this observation, the mechanisms underlying mitotic and chromosomal defects in MDS remain elusive. In this study, we identified ectopic expression of the transcription factor ONECUT3, which is associated with CKs and poorer survival outcomes in MDS. ONECUT3-overexpressing cell models exhibited enrichment of several notable pathways, including signatures of sister chromosome exchange separation and mitotic nuclear division with the upregulation of *INCENP* and *CDCA8* genes. Notably, dysregulation of chromosome passenger complex (CPC) accumulation, besides the cell equator and midbody, during mitotic phases consequently caused cytokinesis failure and defective chromosome segregation. Mechanistically, the homeobox (HOX) domain of ONECUT3, serving as the DNA binding domain, occupied the unique genomic regions of *INCENP* and *CDCA8* and transcriptionally activated these 2 genes. We identified a lead compound, C5484617, that functionally targeted the HOX domain of ONECUT3, inhibiting its transcriptional activity on downstream genes, and synergistically resensitized MDS cells to hypomethylating agents. This study revealed that ONECUT3 promoted chromosomal instability by transcriptional activation of *INCENP* and *CDCA8*, suggesting potential prognostic and therapeutic roles for targeting high-risk MDS patients with a CK.

## Abstract 2

Ectopic expression of the transcription factor ONECUT3 is a driver of chromosomal abnormalies in myelodysplastic syndromes.

## Introduction

Myelodysplastic syndromes (MDS) refer to a group of clonal hematopoietic disorders characterized by ineffective hematopoiesis and morphological dysplasia (1). Recent studies indicate that up to 14%–25% of patients with de novo MDS harbor a complex karyotype (CK) during initial cytogenetic evaluation (2–4). CK, which refers to 3 or more independent chromosomal abnormalities identified by several complementary techniques, is well established as a poor risk factor for patients with MDS, resulting in a poor prognosis and progression of treatment-related secondary MDS (t-MDS) (5, 6). In recent years, most studies have focused on the associations of TP53 mutation or deactivation with CK (7–9). Hitherto, besides TP53, few genes were reported to be associated with cytogenetic aberration in MDS (10, 11).

ONECUT3 belongs to the ONECUT family, an ancient homeobox transcription factor (TF) superfamily (12). To date, research on ONECUT3 has focused on the physiological regulation of embryo development, while the roles of ONECUT3 in cancer remain poorly understood (13–15). From our consolidated clinical data, high levels of ONECUT3 are positively associated with CK incidences in WT TP53 MDS. Given that a single TF can modulate multiple downstream genes, ONECUT3, a potential master TF of MDS with CK, could be targeted for more effective MDS therapy, especially aggressive MDS.

To fill this knowledge gap, we conducted RNA-Seq to find the CK-associated TF, which showed that ONECUT3 was upregulated in MDS with CK, independent of *TP53* mutation. Intriguingly, ONECUT3 predicted poor survival of patients with MDS. Overexpression (OE) of ONECUT3 induced the enrichment of the mitosis process–related genes *INCENP* and *CDCA8*, as ONECUT3 bound to genomic regions of *INCENP* and *CDCA8*, driving mitotic defects and leading to multinucleation and an aberrant karyotype. Importantly, high ONECUT3 levels were associated with poor sensitivity to chemotherapy, suggesting that ONECUT3-targeted therapy may benefit the chemosensitization of MDS patients with CK. Our study provided the evidence of ONECUT3 as a TF and regulator in MDS with CK, revealing ONECUT3 as a potential therapeutic target for patients with MDS.

## Results

### High ONECUT3 expression is correlated with CK in MDS.

To identify potential master transcriptional regulators associated with CK in MDS, we performed differential analysis of RNA-Seq (CK vs. normal karyotype [NK]). Of note, these patients were WT for *TP53* (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI172468DS1). TFs with highly aberrant expression were screened from the top 100 upregulated genes (Figure 1A and Supplemental Table 2), and *ONECUT3* was found to be expressed at low levels in normal bone marrow (BM) cells (Figure 1A and Supplemental Figure 1, A and B). High *ONECUT3* expression levels were identified as a predictor of poor overall survival (OS) in univariable and multivariable analyses (Figure 1, B and C, and Supplemental Table 3).

We subsequently expanded the sample size to address the relationship between *ONECUT3* expression and a CK (*n* = 165). mRNA levels of *ONECUT3* were correlated with chromosomal karyotype grouping (*P* = 0.009) (Supplemental Table 4). *ONECUT3* abundance gradually increased in the following groups: healthy volunteers, MDS patients with a NK, MDS patients with 1 cytogenetic aberration, MDS patients with 2 cytogenetic aberrations, and MDS patients with a CK (highest) (Figure 1D). Additionally, we conducted a correlation analysis between recurrently mutated genes in MDS and *ONECUT3* levels (Supplemental Table 5) and noted a correlation between high expression levels of *ONECUT3* and mutant *PHF6* (*P* = 0.029), WT *IDH2* (*P* = 0.018), and WT *KMT2D* (*P* = 0.033).

To further assess whether high ONECUT3 protein levels correlated with CK, we generated the rabbit anti-ONECUT3 antibody with high specificity (Supplemental Figure 1, C and D). First, we applied Western blot analysis to detect endogenous ONECUT3 expression in BM mononuclear cells from patients with MDS. ONECUT3 protein expression was detected at high levels in CK and at relatively lower levels in NK, followed by levels in healthy volunteers (Figure 1E). In addition, flow cytometry showed a high abundance of ONECUT3 in BM hematopoietic stem/progenitor cells (HSPCs) (CD34^+^CD38^–^ and CD34^+^CD38^+^) from patients with MDS with an aberrant karyotype compared with its expression in patients with MDS with a NK and the healthy donor group (Figure 1F and Supplemental Figure 1E). These data indicated that a high abundance (protein and mRNA) of ONECUT3 was correlated with a CK in MDS.

### ONECUT3 OE leads to multinucleation and a CK independent of TP53.

On the basis of the above clinical findings, we then investigated the effect of ONECUT3 OE on TP53-independent karyotype formation. To begin, WT Tp53 and Tp53-KO mouse embryonic fibroblasts (MEFs) were generated from the related E13.5 embryos obtained from heterozygotic breeding (Figure 2A). Then, enforced Onecut3 expression was induced by the tetracycline-inducible retroviral gene expression system (Retro-X Tet-One inducible expression system) in both WT Tp53 and Tp53-KO MEFs. After 48 hours of doxycycline (Dox) treatment, both WT Tp53 and Tp53-KO MEFs exhibited Onecut3 OE, indicating that inducible ONECUT3-overexpressing stable MEFs were successfully generated (Figure 2B). Importantly, ONECUT3 OE gave rise to more multinucleated variants, hyperdiploid cells, and aberrant chromosome numbers in both WT Tp53 and Tp53-KO MEFs when compared with those without Dox induction (which served as a control; Figure 2, C and D). Chromosome missegregation is known to activate the Tp53 signaling pathway in cells with an abnormal centrosome count (16, 17). As expected, we subsequently observed transcriptional upregulation of Tp53 and of its downstream targets in cells expressing Onecut3 with multinucleation. In contrast, Tp53 pathway activation by fluorouracil (5-FU) did not affect the expression of ONECUT3 (Figure 2E). These data suggested that ONECUT3 OE led to multinucleation and an aberrant karyotype independent of Tp53.

To confirm the phenotypes of the ONECUT3-mediated aberrant karyotype in human cell models beyond TP53, we increased ONECUT3 expression in primary human CD34^+^ HSPCs via a precise safe-harbor–targeted knockin technique using CRISPR/Cas9 (18) (Supplemental Figure 2A). Molecular analyses confirmed that targeted integration of ONECUT3 achieved up to 83% efficiency (Supplemental Figure 2, B and C), and the integration of the ONECUT3 region was confirmed. After 7 days of ONECUT3 OE in HSPCs, the cells displayed multinucleated variants, dysplasia, and aberrant karyotypes (Figure 2F). Additionally, the MDS-associated cell line MOLM13, expressing WT TP5, showed an intensive phenotype of multinucleation upon ONECUT3 induction (Supplemental Figure 2, D–F). Furthermore, upon introduction of ONECUT3 OE into the TP53-null acute myeloid leukemia (AML) cell line HL-60, we detected an increased percentage of double minutes formation in metaphase (Supplemental Figure 2G), which was possibly due to missegregated chromosomes and defects in chromatin bridge formation (19). These data indicated that ONECUT3 OE caused multinucleation and aberrant chromosomal structure in various human cell models, independent of TP53, suggesting that ONECUT3 might be a key driver of chromosomal abnormalities in MDS.

### ONECUT3 activates the chromosomal passenger complex components INCENP and CDCA8 through direct DNA binding.

The findings observed above prompted us to investigate the potential effects of ONECUT3 on chromosomal stability. To study how ONECUT3 contributes to chromosomal instability, we used MEFs with Onecut3 OE for mechanistic experiments because of the feasibility. 

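The ChIP-Seq data below come from mouse embryonic fibroblasts (MEFs), primary cells from mouse embryos, in which doxycycline at 100 ng/mL induced FLAG-tagged Onecut3, a transcription factor of the CUT homeobox family. DNA bound by Onecut3 was recovered with an anti-FLAG antibody in 3 Onecut3-OE replicates. The series also holds 1 FLAG library from control cells without doxycycline, 1 input and 1 IgG library from Onecut3-OE cells. Values here are from the authors' peak lists of the 3 FLAG replicates. The peak names point to calling for each sample separately with the input as control. The control FLAG and IgG libraries were not analysed here, nor was the RNA-Seq, so signal that FLAG antibody gives without Onecut3 has not been subtracted. Replicate 1 had 31600 peaks covering 8.67 Mb, replicate 2 had 12856 peaks covering 3.45 Mb and replicate 3 had 24822 peaks covering 6.82 Mb. Median peak width was 248, 245 and 249 bp. Each peak carries the authors' fold over the control and its p and q values as MACS2 wrote them, which were used only within a list. The lists do not give the number of reads, so the depth is unknown. In replicates 1 and 3 the fold and p of a peak together gave the height of the ChIP pileup behind it, which had a median of 10 fragments in both, so a typical peak rests on few fragments. Peaks of the 3 lists that overlapped by at least 1 bp were merged into regions, and a region with a peak in every replicate is called shared. Positions are on GRCm38. No source used here says whether the replicates came from separate cultures, so agreement between them may be technical.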

As such, RNA-Seq and ChIP-Seq were concurrently performed in Onecut3-OE and its control on Tp53-KO MEF cells. GO annotation and GSEA of RNA-Seq data showed that sister chromosome exchange separation, mitotic nuclear division, and chromosome segregation were upregulated (Figure 3A and Supplemental Figure 3, A and B). 

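Onecut3-OE cells had 5114 regions shared by all 3 FLAG replicates, and these lay near gene ends more often than their positions shifted along the chromosomes. Of the 5105 shared regions on assembled chromosomes, 928 (18.2%) had their midpoint within 3 kb of either end of a protein-coding gene, against 8.49% on average over 1000 circular shifts (one-sided permutation test by shifting, p = 0.001, the smallest these shifts can give). Another 2030 lay deeper inside a gene and 2147 lay between genes. Gathering at gene ends that comes from the control or from the antibody is also lost on shifting. The shifting test therefore does not show that this placement comes from Onecut3. A shared region reached within 3 kb of a gene end at 1165 of 21887 protein-coding genes (5.32%). Among 54 genes of chromosome segregation and mitosis, 6 had such a region (11.1%, adjusted p = 0.159 by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 lists). They included Spc24, a subunit of the NDC80 kinetochore complex, and Aurka, the mitotic kinase Aurora A. The region at Spc24, on chromosome 9 from 21760310 to 21760642, had folds of 2.67, 4.66 and 3.10 in replicates 1, 2 and 3. The region at Aurka, on chromosome 2 from 172370603 to 172371135, had folds of 2.53, 4.67 and 5.02. In replicate 1 both folds were below 3.02, the median of peaks found in that list alone. In replicate 3 the fold at Spc24 was below the corresponding median of 3.13. The other folds of these regions were above the corresponding median of their list. Kntc1, another gene of this list, had a region with folds of 6.17, 4.35 and 4.57. Of 28 DNA replication and G1/S genes, 4 had one (14.3%, adjusted p = 0.159 by the exact test), namely Mcm4, Mcm6 and Mcm7, subunits of the MCM replicative helicase, and Cdc45. The region at Mcm7, on chromosome 5 from 138171779 to 138172166, had folds of 6.88, 6.34 and 7.05. Without replicate 2, the adjusted p of this list was 0.0310. The fibroblast and extracellular matrix list (Loxl1, Col3a1, Thy1 and Vim) and the list of highly transcribed housekeeping genes (Hsp90ab1, Tubb5, Rplp0 and Rpl3) each had 4 of 28, with the same adjusted p of 0.159. None of 20 blood cell genes had one (exact test, adjusted p = 0.748; unadjusted p = 0.623). Of 1110 olfactory receptor genes, 1 had a shared region, fewer than among other genes, and this was the only list past an adjusted p of 0.05 (exact test, adjusted p = 1.05e-24). Olfactory receptor genes lie in clusters, so neighbours are not independent and this p is too small. The annotation used gives no strand, so a gene end here is either the start or the end of transcription.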

Binding and Expression Target Analysis (BETA) Suite software (http://cistrome.org/BETA/) was used to integrate data from both RNA-Seq and ChIP-Seq. Although Onecut3 had both activating and repressing transcriptional functions, its activating function was shown to dominate other genes (Supplemental Figure 3, C–E). 

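By binding alone, Incenp ranked high among mouse genes, and Cdca8 low among the genes with any score unless replicate 2 was left out. Both encode subunits of the chromosomal passenger complex (CPC), as Aurkb and Birc5 do. Each of 21887 protein-coding genes was scored by the sum over shared regions within 100 kb of a weight that falls with distance, as in BETA but measured from the nearer gene end instead of the TSS. Only 8799 genes (40.2%) had a score above 0. Incenp was at percentile 97.6 with a score of 0.792, and Cdca8 at percentile 64.5 with a score of 0.0257, number 7781 by score, since its nearest shared region lay 79.1 kb away. Without replicate 2, when the region in its gene body counted as shared, Cdca8 was at percentile 85.7, number 3141 of 12307 genes with a score. Taken from each replicate's own list, the percentile was 98.9 ± 1.30 (SD, n = 3) for Incenp and 55.9 ± 9.73 (SD, n = 3) for Cdca8. Among the genes of chromosome 19 alone, Incenp was at percentile 88.8. Aurkb, the kinase of the complex, was at percentile 95.9, and its nearest shared region lay 7.98 kb from the gene on chromosome 11 from 69059452 to 69059829, with folds of 6.66, 6.53 and 6.37 in replicates 1, 2 and 3. Birc5, which encodes survivin, was at percentile 78.1. None of the 4 CPC genes had a shared region within 3 kb of a gene end. Their median score was 0.393 (two-sided permutation test against 10000 random lists, adjusted p = 0.224 over 12 lists). No conclusion is drawn from this test, since the paper picked Incenp and Cdca8 with the same ChIP-Seq. The genes of chromosome segregation and mitosis had a median score of 0.0358 (two-sided permutation test against 10000 random lists, adjusted p = 0.154 over 12 lists). Most genes score 0, so a list with a median of 0, such as the olfactory receptor genes, could not pass this test, and none of the lists with a higher median passed an adjusted p of 0.05. This is not BETA's own score, and expression was not analysed here.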

The top 10 directly activated target genes predicted by BETA include *Incenp* and *Cdca8* (Supplemental Figure 3F). ChIP-Seq tracks showed binding of Onecut3 to the promoter, intron, and distal regions of the *Incenp* gene and the gene body of the *Cdca8* gene (Figure 3B). This finding was also validated in WT Tp53 MEFs (Figure 3C and Supplemental Figure 3G). Accordingly, OE of Onecut3 could promote the transcription of *Incenp* and *Cdca8* in MEFs.

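At Incenp, 2 regions had a peak in all 3 FLAG replicates, 1 inside the gene and 1 upstream of it, while the peak at the promoter was in replicate 1 alone. At Cdca8, no region had a peak in all 3 replicates. Incenp, the scaffold of the chromosomal passenger complex, lies on chromosome 19 of GRCm38 from 9872295 to 9899489, with its TSS at the higher coordinate as drawn in Figure 3B. The region inside the gene, from 9886775 to 9887175, lay 12.5 kb downstream of the TSS, and its fold over the control was 7.41 in replicate 1 (q = 1.39e-13), 7.80 in replicate 2 (q = 8.90e-15) and 9.58 in replicate 3 (q = 1.88e-20). By mean rank of fold it was number 40 of the 5114 shared regions. The upstream region, from 9908117 to 9908771, lay 9.05 kb from the TSS, with folds of 6.64 (q = 1.33e-10), 5.11 (q = 3.37e-06) and 7.00 (q = 3.63e-11). The promoter peak, from 9898654 to 9898880, had its summit 711 bp downstream of the TSS, a fold of 2.30 and q = 0.199, where the pileup was 18 fragments and the expected background 7.27 (the fold is taken after adding 1 to each). Cdca8, which encodes Borealin, lies on chromosome 4 from 124918465 to 124936917. Its gene body held 1 region, from 124932114 to 124932432, about 4.66 kb downstream of the TSS. The peak there had a fold of 3.94 (q = 0.00517) in replicate 1 and 3.18 (q = 0.142) in replicate 3, and replicate 2 had none. Without replicate 2, this region counted as shared. Chromosome 19 had the most peaks per Mb of any autosome, 23.5 ± 6.43 (SD, n = 3). Of 100000 random windows of the same length on chromosome 19, 6.62% held at least 2 shared regions, as Incenp did. At least 9 regions with a peak in any replicate were held by 1.16%, as Incenp also did. No conclusion is drawn from these percentages, since the paper picked Incenp with the same ChIP-Seq. The annotation used gives no exons, so whether the region inside Incenp is intronic was not tested. After the BETA prediction and the binding at both genes in these tracks and by ChIP-qPCR, the paper proposes that OE of Onecut3 could promote their transcription.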

Coincidentally, Incenp and Borealin (the protein product encoded by *CDCA8*) are critical components of chromosomal passenger complex (CPC). Using in vivo data to corroborate the conclusion from the MEF models that Onecut3 activated the transcriptional induction of Incenp and Cdca8 expression, we conducted quantitative real-time PCR using BM tissue samples from patients with MDS (*n* = 165). We observed a positive correlation for transcriptional levels of *ONECUT3* with *INCENP* (*R* = 0.47, *P* < 0.01) and *CDCA8* (*R* = 0.27, *P* < 0.01) in patients with MDS (Figure 3D). Moreover, we performed immunohistochemical staining and unbiased quantitative analysis (QuPath) at the single-cell level in BM cells from volunteers (*n* = 10) and patients with MDS (*n* = 30). Indeed, BM from patients with MDS showed higher expression of ONECUT3, Aurora B, INCENP, and Borealin/CDCA8 than did BM samples from volunteers (Figure 3, E and F). Intriguingly, although no statistical difference was observed in the correlation between *AURKB* and *ONECUT3* at the RNA level, it was noteworthy that ONECUT3 had a robust correlation with the tissue protein level of Aurora B and a moderate correlation with INCENP or Borealin (also known as CDCA8) (Figure 3G and Supplemental Figure 3H). These data supported the relevance of ONECUT3 and its target components of the CPC in patients with MDS.

### OE of ONECUT3 leads to dysregulation of the CPC and mitotic defects.

The CPC, which consists of INCENP, Borealin, Survivin, and Aurora B kinase, derives its name from its characteristic dynamic localization during mitosis (20). We next examined whether ONECUT3 OE could affect the protein expression in the CPC. In order to enhance the enrichment of mitotic phases, MEFs were synchronized by nocodazole treatment (a reversible antimitotic agent) (21, 22). We observed an increase in Incenp, Borealin, Survivin and Aurora B expression in Onecut3-overexpressing cells during the immunoblotting assays after nocodazole release in Tp53-KO and WT Tp53 MEFs (Figure 4A and Supplemental Figure 4A). The immunofluorescence (IF) assay showed mislocalization of Aurora B at different mitotic phases, and the 3 daughter cells could be found in the Onecut3 OE groups (Figure 4B and Supplemental Figure 4B). The 3D model showed that Aurora B in the control group was localized to the midbody-like structure during telophase, whereas Aurora B exhibited diffuse cytosolic fluorescence upon Onecut3 OE (Figure 4C). We also noticed excessive aggregation of Incenp in Onecut3-overexpressing cells during the mitotic process (Figure 4D). Therefore, the above analysis demonstrated that a high level of Onecut3 expression resulted in an overabundance of CPC components.

The CPC performs various essential functions, including, but not limited to, the rectification of erroneous kinetochore-microtubule attachments, regulation of the spindle assembly checkpoint, and facilitation of cytokinesis, chiefly in maintaining chromosome stability (20, 23). We then explored whether OE of Onecut3 could disrupt spindle assembly and chromosome segregation. Onecut3 OE favored a relative delay of mitotic exit by flow cytometry and IF assay (Figure 4, E and F, and Supplemental Figure 4D). Interestingly, we observed a higher rate of chromosome bridge formation and multipolar spindle formation in Onecut3-overexpressing MEFs (Figure 4, G and H, and Supplemental Figure 4B). Notably, a higher occurrence of unaligned chromosome and multipolar spindle formation was evident in ONECUT3-overexpressing CD34^+^ HSPCs (Supplemental Figure 5, A and B).

In order to ascertain the potential causative relationship between Onecut3 OE and cytokinesis defects resulting from upregulation of its downstream target Incenp, we conducted the genetic manipulation of Incenp in both WT Tp53 and Tp53-KO MEFs and found that Incenp OE phenocopied the mitotic defects of Onecut3 OE, albeit with a slightly diminished multipolarity (Supplemental Figure 5, C–E). This discrepancy might be attributed to the upregulation of *Cdca8* (encoding Borealin), which plays a crucial role in maintaining the stability of bipolar spindles (24). MEFs were then transfected with a siRNA against Incenp and treated with Dox to synchronize the expression of Onecut3 (Supplemental Figure 6, A–C). As demonstrated in Supplemental Figure 6, D and E, the –Dox control (Ctrl) with Incenp-knockdown-only (siIncenp) group showed increased unaligned chromosomes and multipolarity in both WT Tp53 and Tp53-KO MEFs. These data points were in line with previous findings that INCENP knockdown (KD) failed to facilitate CPC recruitment to the centromere during pro-/metaphase, hindering midbody formation and the completion of cytokinesis so as to result in multinucleation and polyploidy (25, 26). However, in the +Dox (Onecut3 OE) with si-Incenp group (Supplemental Figure 6, D and E), MEFs exhibited fewer unaligned chromosomes compared with the –Dox (Ctrl) with si-Incenp group, indicating that Incenp KD conferred a partial rescue of the mitotic abnormalities induced by Onecut3 OE. As uncovered in previous literature, KD of human INCENP (hINCENP) reduced the abundance of the CPC subunits, but the normal CPC phenotype was rescued by full-length ectopic INCENP (25, 27, 28). Taken together, these results indicated that ONECUT3 might be a key factor causing cytokinesis failure and defective chromosome segregation through dysregulation of its target CPC components.

### ONECUT3-overexpressing cells present multidrug resistance, which could be mitigated by targeting of the ONECUT3/CPC axis.

Given that chromosomal instability confers multidrug resistance in cancer (29, 30), we sought to investigate whether ONECUT3 expression would affect the sensitivity of cells to chemotherapeutic drugs. Indeed, Onecut3-overexpressing cells were less sensitive to doxorubicin (the topoisomerase II inhibitor), vincristine (the microtubulin inhibitor), and decitabine (the DNA methyltransferase inhibitor) in vitro (Supplemental Figure 7, A and B). As ONECUT3-overexpressing cells attenuated chemosensitivity, we explored whether the compounds targeting the ONECUT3/CPC axis could alleviate chemoresistance. At present, small-molecule compounds specifically targeting the ONECUT3 protein remain largely unknown. To minimize the region of ONECUT3 protein for the virtual screening, we first sought to map the DNA-binding domain by generating truncated ONECUT3 plasmids (Supplemental Figure 8A). As a result, ONECUT3 occupied the locus of INCENP and CDCA8 mainly by the homeobox domain (HOX) domain (Supplemental Figure 8, B–E). These data suggested that the HOX domain of ONECUT3 served as the DNA-binding domain. Then, we applied virtual screening of the compound library (over 500,000 compounds) based on the DeepMind prediction of the human ONECUT3 protein structure (Supplemental Figure 9, A and B).

The top 20 high-affinity compounds were identified according to the molecular docking score (Supplemental Table 6). The C5484617 compound was one of the lead hits that was available (Figure 5A). To further investigate the compound’s mechanism of action, we performed a direct binding assay by exposing purified recombinant ONECUT3 protein to C5484617 on a biosensor chip utilizing surface plasmon resonance (SPR) technology. The results demonstrated that the lead compound C5484617 bound to the ONECUT3 protein in a dose-dependent manner (Supplemental Figure 9C) with good affinity, as evidenced by the values of association rate constant (Ka) (1/ms) = 1,321, dissociation rate constant (kd) (1/s) = 8.926 × 10^–5^, and equilibrium dissociation constant (KD) = 6.755 × 10^–8^ (M) (Figure 5B). Liquid chromatography with tandem mass spectrometry (LC-MS/MS) screening following the unbiased drug affinity–responsive target stability (DARTS) assay confirmed ONECUT3 as one of its identified targets (Supplemental Figure 9D and Supplemental Table 7). Taken together, C5484617 possesses the ability to directly bind to ONECUT3 in a dose-dependent manner, whereas the interaction between C5484617 and ONECUT3 might detectably depress the transcriptionally active site(s) of ONECUT3.

We next explored the pharmacodynamic actions of C5484617 on ONECUT3. As shown in Figure 5, C and D, C5484617 reduced ONECUT3’s binding affinity to the INCENP promoter, and *INCENP* transcript levels were reduced by approximately 50% in ONECUT3-overexpressing cells, whereas C5484617 did not downregulate *INCENP* transcript expression in the control group. Although we observed that C5484617 downregulated *ONECUT3* mRNA levels (Figure 5D), it did not alter ONECUT3 protein levels, as shown in Supplemental Figure 9E. To further investigate the binding sites of C5484617 on ONECUT3, we conducted site-directed mutagenesis on 4 specific sites based on the docking model: ONECUT3-D358A, K364A, K370A, and R472A. Among these sites, mutation at ONECUT3-D358 alone prevented C5484617 from altering the binding efficacy of ONECUT3 to the INCENP promoter (Supplemental Figure 9F), which was necessary for the induction of INCENP transcription. This suggested that C5484617 probably inhibited ONECUT3 function through direct occupancy at the D358 site. Taken together, the pharmacodynamic actions of C5484617 resulting in inhibition of the transcriptional activity of ONECUT3 might have occurred through direct binding to the D358 site, consequently reducing the expression of ONECUT3 downstream targets, such as INCENP.

Next, we investigated the effect on cell death of ONECUT3 activity inhibition with C5484617 in patients with MDS. Our findings revealed an inverse relationship between *ONECUT3* mRNA levels in 15 newly diagnosed MDS patients and the IC_50_ of C5484617 (Figure 5E). Additionally, we observed a synergistic effect when combining barasertib (Aurora B inhibitor) or C5484617 with azacitidine (Supplemental Figure 10A). Furthermore, the use of C5484617 could potentially reduce the required concentration of azacitidine (Supplemental Figure 10B). Moreover, we observed a decrease in colony formation capacity, an increase in the proportion of enlarged cells, and an increase in the number of dead cells in the group treated with C5484617 and azacitidine in comparison with other groups. As expected, the administration of C5484617 resulted in a decrease in the mRNA levels of *ONECUT3* and its downstream targets, including *INCENP*, *CDCA8*, and *BIRC5* (Figure 5F and Supplemental Figure 11, A–C). These findings implied that C5484617 hampered the transcriptional functionality of ONECUT3, leading to a reduction in the expression of its downstream targets and ultimately inducing cell death in MDS. Consequently, these results indicated that cells overexpressing ONECUT3 exhibited resistance to chemotherapy, which could be partially mitigated by compounds targeting the ONECUT3/CPC axis, broadening the therapeutic landscape for patients with MDS.

## Discussion

In this study, we found that high expression of the TF ONECUT3 was correlated with a CK in MDS. Mechanistically, ONECUT3 directly activated *INCENP* and *CDCA8*, leading to accumulation of the CPC components, multipolar division, and aberrant chromosome segregation. Moreover, the sensitivity of ONECUT3-overexpressing cells to chemotherapeutic drugs was weakened. However, the combination of hypomethylating agents (HMAs) and compounds targeting the ONECUT3/CPC axis could increase the sensitivity of drug-resistant MDS cells to HMA (Figure 6).

It is well established that the TF ONECUT3 belongs to the ONECUT family, an ancient HOX TF superfamily, which includes ONECUT1 (HNF6), ONECUT2, and ONECUT3 (31). ONECUT1 and ONECUT2 have been reported in tumors: highly active ONECUT1 can suppress the proliferation and metastasis of colorectal and lung cancer cells (32, 33), whereas ONECUT2 acts as a survival factor and a driver of prostate cancer (34). To date, research on ONECUT3 has focused on the physiological regulation of embryo development (13–15). The role of ONECUT3 in cancer is not well defined, and studies of ONECUT3 activity in myeloid neoplasms are limited. To our knowledge, this is the first report of its correlation with CK in MDS.

Here, we identified the target genes of TF ONECUT3. Surprisingly, the 2 components of the CPC were the direct targets of ONECUT3. When the localization or function of any CPC target component was disrupted, the remaining components could not be properly localized, leading to decreased Aurora B activity and cell division (35–37). INCENP and Aurora B kinases are overexpressed in various solid tumors (26, 38–40). The mislocalization and defective activity of Aurora B kinase were found in hyperdiploid B cell acute lymphoblastic leukemia (41). At present, data on myeloid neoplasms, especially MDS, are limited. Interestingly, Yoshida et al. reported that Aurora B and Survivin in BM CD34^+^ cells were highly expressed in patients with high-risk MDS and secondary AML (arising from MDS), suggesting that dysregulation of the CPC was closely related to high-risk MDS (42). However, the specific mechanism of the CPC in regulating mitosis in MDS remains unclear. This study found that the misexpression of CPC components controlled by ONECUT3 OE led to mitotic defects. Further research is needed to explore the specific role of ONECUT3 on sister chromatid segregation.

Even though chromosomal instability is a prominent feature in MDS, the previous studies focused on the relationship between *TP53* mutation and a CK (43, 44). Nevertheless, approximately 50% of patients with MDS with a CK do not harbor *TP53* mutations (7). Thus, identification of the mechanism of a CK in the remaining 50% of patients is urgently needed. In this study, we assessed the role of OE of ONECUT3 on the mitotic process on the basis of different *TP53* statuses. First, we identified the CK-associated TF ONECUT3 in patients with WT *TP53*. High ONECUT3 expression is also frequent and associated with a worse prognosis in different cancer data sets, e.g., data sets for lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUSC), adrenocortical carcinoma (ACC), and kidney renal clear cell carcinoma (KIRC). However, its upregulation was almost irrelevant with *TP53* mutations (data not shown). Second, we observed accumulation of ONECUT3 at its target genes, such as *INCENP* and *CDCA8*, and the resultant transcriptional induction (chromosome missegregation, drug resistance) in both WT Tp53 and Tp53-KO cell models. This suggested that ONECUT3, acting as a TF, was implicated in the dysregulation of INCENP and CDCA8 and the resultant drug resistance, independent of TP53 regulation. Third, it is well known that TP53 plays a critical role in limiting the propagation of multinucleation in human cells to maintain the diploid karyotype (45, 46). Studies by Teng et al. and Li et al. (47, 48) concluded that TP53 negatively regulates Aurora B via FBXW7. Diminished levels of TP53 in the ONECUT3 OE model might be one of the key reasons for the upregulation of Aurora B expression by approximately 2- to 4-fold compared with the approximately 1- to 1.8-fold increase observed in the TP53-WT model. Hence, the coexistence of TP53 KO and ONECUT3 OE resulted in a propagation of the entire CPC complex could be observed during cell-cycle progression. Furthermore, the upregulation and activation of TP53 might have been be a response to ONECUT3-induced chromosomal missegregation, as part of its role in mitotic surveillance. Intriguingly, even with an intact TP53 response, the ONECUT3-driven phenotypes of aberrant karyotypes and drug resistance persisted across multiple cell models, suggesting that ONECUT3 might be a potential therapeutic target for patients with MDS, particularly those with WT TP53.

The past decades have witnessed significant progress in MDS treatment with the advent of HMAs, Bcl-2 inhibitors, and so on (49–53). HMA or intensive induction chemotherapy remains the first-line therapy for patients with MDS, especially elderly MDS patients. Nevertheless, approximately 30%–50% of adult patients with MDS do not respond to HMAs (1, 54). Moreover, drug resistance might be an essential factor affecting the efficacy of chemotherapy and disease progression (55, 56). Therefore, it is important to explore different ways to minimize drug resistance. Although some ONECUT3-overexpressing cells had mitotic defects and died due to mitotic catastrophe, most ONECUT3-overexpressing cells survived (data not shown). More efforts are needed to explore the mechanisms of cell survival and chemoresistance under the stress of mitotic defects. In this study, we tried to harness the ONECUT3/CPC axis as an entry point to find possible target compounds by structure-based virtual screening to overcome chemoresistance. Our data indicated that C5484617 and the Aurora B inhibitor barasertib could reduce the resistance of cells to azacitidine, but in vivo experiments are still needed for further proof. At the same time, the clinical phase I/II trials of barasertib in acute myeloid leukemia showed that the inhibition of CPC components had an encouraging improvement in the complete response (CR) rate compared with low-dose cytosine (LDAC), further supporting the feasibility of targeting ONECUT3 (57, 58).

In summary, the current study demonstrated that the CK-associated TF ONECUT3 dysregulated the CPC components in MDS, leading to mitotic defects and decreasing chemosensitivity. The lead compound (C5484617) or Aurora B inhibitor (barasertib) could help increase the sensitivity of MDS cells to HMA. We believe our findings have mechanistic implications and clinical relevance. The present investigation provides the foothold for further studies to identify the approaches for MDS patients with limited therapeutic options. Moreover, our findings might be implemented for other cancer types, given that a CK and genomic instability are hallmarks of cancer.

## Methods

### Sex as a biological variant.

Patients, adult mice (6–10 weeks old), and mouse embryos of both sexes were used unless otherwise stated. Sex was not considered as a biological variable in this study.

### MDS patient samples and cell lines.

BM samples were collected from HSPC donors (*n* = 31) and newly diagnosed MDS patients with WT TP53 (*n* = 165) according to the Declaration of Helsinki. Informed consent was obtained from all participants, and the procedures were approved by the IRB of the First Affiliated Hospital, School of Medicine of Zhejiang University. Primary MEFs were isolated from the WT Tp53 and Tp53-KO embryos. In addition, MOLM13, HL-60, HEK293T, and platinum-E (Plat-E) cells were authenticated. Details are available in the Supplemental Methods.

### Single-stranded oligodeoxynucleotide–mediated ONECUT3 expression in human CD34^+^ HSPCs.

To integrate *ONECUT3* targeting at the CCR5 locus (18), we constructed an EGFP linked to ONECUT3 expression cassettes driven by the PGK promoter and terminated by an SV40 polyA (pA). The EGFP-ONECUT3 cassette was flanked by sequence-homologous arms to *CCR5*, which was targeted by the sgRNA (5′-GCCCAGTGGGACTTTGGAAAT-3′). The EGFP-ONECUT3-pA sequence with CCR5 homolog arms on each side was chemically synthesized in high purity of single-stranded oligodeoxynucleotides (ssODNs) by GeneScript Inc. Sequences and maps of the relevant parts are available in Supplemental Figure 2A. To achieve efficient genome editing in human CD34^+^ HPSCs (Saily Biotechnology Co., Ltd.), the optimizing MaxCyte electroporation condition was used to introduce the CRISPR/Cas9 system. Semiconfluent cells (3–4 days after transfection) were harvested for genomic DNA extraction and/or FACS analysis. Details are available in Supplemental information.

### Identification of ONECUT3 direct targets.

RNA-Seq and ChIP-Seq were performed on Tp53-KO MEFs to identify target genes both bound to and regulated by Onecut3. Onecut3 expression was induced using the Retro-X Tet-One inducible expression system (gift from Kosei Ito, Nagasaki University, Nagasaki, Japan). RNA-Seq was performed using the NextSeq 550 platform (Illumina). The enriched biological processes regulated were identified by gene ontology (GO) annotation and gene set enrichment analysis (GSEA). ChIP-Seq was performed using the HiSeq 2500 platform (Illumina). 

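Onecut3 FLAG peaks recurred between replicates more often than peaks placed at random, and peaks with a fold of at least 5 recurred more often than the rest. Merging the 3 lists gave 50844 regions, of which 5114 (10.1%) had a peak in all 3 replicates, against a mean of 4.54 when replicates 2 and 3 were shifted along the chromosomes 1000 times (one-sided permutation test by shifting, p = 0.001, the smallest possible). By their peak names, all 3 lists have the same input as control. Agreement that comes from this control or from the antibody is lost on shifting, so the test does not show that the recurrence comes from Onecut3. Of the peaks of replicate 2, the shortest list, 56.8% overlapped a peak of replicate 1 and 52.1% a peak of replicate 3. Of the peaks of replicate 3, 38.2% overlapped replicate 1. Another 19942 regions were in replicate 1 alone, 3955 in replicate 2 alone and 13747 in replicate 3 alone. The lowest -log10 p was 2.00, 2.01 and 2.02 in the 3 lists, so the lists reach down to a p of about 0.01 with no limit on q, and 33.6%, 71.0% and 47.7% of their peaks had q of at most 0.05. Of all peaks, 16.3%, 40.0% and 20.7% in replicates 1, 2 and 3 were in regions shared by all 3, and of the peaks with a fold of at least 5, 76.1%, 80.1% and 76.7%. The median fold of shared peaks was 3.94 in replicate 1, 4.18 in replicate 2 and 4.05 in replicate 3, against 3.02, 3.36 and 3.13 for peaks found in that list alone (two-sided permutation test with 100000 resamples, p = 1e-05 in each list, the smallest these resamples can give). With only peaks of q of at most 0.05, a limit chosen after the data were seen, 2916 regions were shared. The strongest shared region in every list, on chromosome 10 from 86845148 to 86845850, lies inside Stab2, which encodes the scavenger receptor stabilin-2, and had folds of 22.7, 18.9 and 20.7.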

Model-based analysis of ChIP-Seq (MACS) was used to identify ChIP-Seq binding peaks, and edgeR25 was used to identify differentially expressed genes associated with OE of Onecut3. BETA was used to integrate data from both RNA-Seq and ChIP-Seq to predict the activating or repressive function, infer the direct target genes, and identify the motif of Onecut3 (59).

### Indirect IF and confocal microscopy.

Cells were synchronized by 75 ng/mL nocodazole for 15 hours and fixed with 4% paraformaldehyde for 30 minutes. Next, the cells were permeabilized with 0.5% Triton X-100 for 10 minutes and blocked with 3% BSA for 30 minutes. Cells were then incubated with primary antibodies in the antibody buffer (PBS plus 3% w/v BSA plus 0.05% Tween 20 plus 0.04% sodium azide) at 37°C for 1 hour and with fluorophore-conjugated secondary antibodies for an additional hour. Slides were mounted with Vectashield containing diamidino-2-phenylindole (Vector Laboratories). The images were acquired on a TCS SP8 Confocal Laser Scanning Microscope (Leica).

### Protein structure prediction and drug virtual screening.

The 3D structure of the human ONECUT3 protein was modeled using the AlphaFold Monomer, version 2.0, pipeline (60). Then, Prime and Protein Preparation Wizard in Schrodinger (Schrodinger Inc.) was applied to fix the missing residue structures and optimize the conformation of the protein. Subsequently, a sitemap module was used to detect putative binding sites of the protein. Chemicals from Hit2Lead (Chembridge) were first screened by a structure-based strategy and prepared using the Ligprep module. Glide with the standard/extra precision mode was used for virtual screening.

### SPR.

The purified ONECUT3 proteins were immobilized on a Series S Sensor Chip, CM5 (Cytiva), through amine coupling using the amine coupling kit (Cytiva). The samples flowed over the surface at 30 μL/min for a 120-second binding duration and a 240-second dissociation duration. The data obtained were analyzed using BIAcore T200 3.0 (Cytiva) with the Langmuir binding model.

### Statistics.

Unless otherwise noted, statistically significant data were assessed by unpaired, 2-tailed Student’s *t* test or Mann-Whitney *U* test. Tests for differences between more than 2 groups were performed using 1-way ANOVA with Bonferroni’s post hoc test, when applicable. The χ^2^ test or Fisher’s exact test was used for categorical variables as appropriate. OS was measured from the time of sample collection to the time of death from any cause; data on patients last known to be alive were censored. Survival curves were plotted using the Kaplan-Meier method with the log-rank test. The prognostic significance of each factor was determined using stepwise multivariate Cox regression models. Statistical analysis was conducted using GraphPad Prism 8.01 (GraphPad Software) or SPSS Statistics 25 (IBM Corp.). Data are presented as the mean ± SD or the median (range), and statistical significance was assessed at a *P* value of less than 0.05.

### Study approval.

Informed consent was obtained from all participants, and the procedures related to primary human samples were approved by the research ethics committee (IRB) of the First Affiliated Hospital, Zhejiang University School of Medicine (reference no. 2020-458). The collection of human BM samples complied with Declaration of Helsinki principles. Procedures related to animals were approved by animal experimental ethics inspection committee of the First Affiliated Hospital, Zhejiang University School of Medicine (reference no. 2019-432). Details are listed in the Supplemental Methods.

### Data availability.

RNA-Seq and ChIP-Seq data are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE202694; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202694, secure token:ghahuoymhzkjjkn). All data are available from the corresponding author and are provided in the Supplemental Supporting Data Values file.

## Author contributions

YWL, GH, and HYT conceived the study. YWL, XMF, and GH designed the research. YWL, XMF, WL, WHX, SHZ, and HMZ performed research. CM, LY, LW, LYM, XPZ, YLR, JJ, and RZX acquired patient samples and provided facilities and other resources. YWL, XMF, and WL analyzed data. XPZ, YWL, WW, and WL performed statistical and bioinformatics analyses. YWL, XMF, and GH wrote the manuscript, and all authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
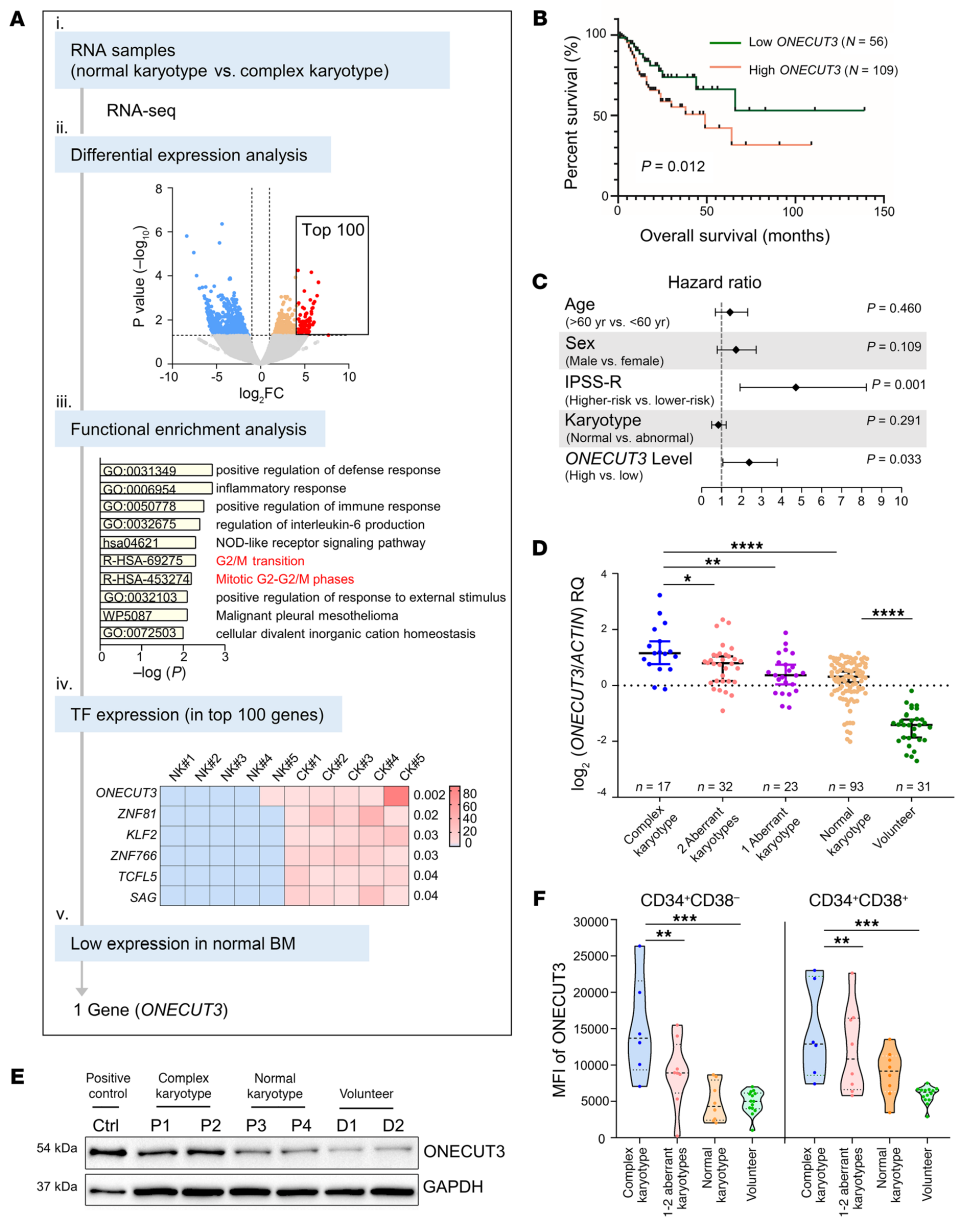
A high level of the TF ONECUT3 is correlated with a CK in MDS. (**A**) Schematic illustration of paired RNA-Seq to find the potential transcription regulator for a CK. (i) RNA-Seq was performed on RNA samples from 5 paired patients with MDS with a CK or a NK. Each sample was matched for sex, age, and BM blasts (Supplemental Table 1). (ii) Volcano map showed the differential expression genes. Blue dots represent downregulated genes in the CK versus the NK (*P* < 0.05); orange dots represent upregulated genes (*P* < 0.05, log_2_ fold change [FC] <4.7 in CK); and red dots indicate the top 100 upregulated genes (*P* < 0.05, log_2_ FC >4.7) in Supplemental Table 2. (iii) Functional enrichment analysis of the top 100 upregulated genes by Metascape (metascape.org). (iv) Heatmap visualization of the mRNA abundance (normalized to fragments per kilobase per million mapped reads [FPKM]) for 6 TFs among the top 100 genes. (v) Only *ONECUT3* was expressed at relatively low levels in the BM samples (see Supplemental Figure 1, A and B). (**B**–**D**) Quantitative real-time PCR was performed to measure mRNA levels of *ONECUT3* in 165 MDS patients harboring WT TP53 with different cytogenetic aberrations and 31 volunteers. The mean value ± 1 SD for the healthy donor was used as a cutoff. (**B**) Kaplan-Meier survival curves showing the OS of patients with low or high expression of *ONECUT3*. (**C**) The forest plot was generated based on the multivariable analysis of factors associated with OS. (**D**) Each data point represents *ONECUT3* expression for an individual patient. RQ, relative quantification. (**E**) Western blot analysis was applied to detect endogenous ONECUT3 expression using a homemade antibody (Supplemental Figure 1, C and D). A positive control (Ctrl) was achieved by transfecting HEK293T cells with pcDNA3.1-hONECUT3 for 48 hours. The lysate was from the BM mononuclear cells of MDS patients with a CK (P1 and P2), a NK (P3 and P4), and 2 volunteer donors of HSPCs (D1 and D2). (**F**) ONECUT3 MFI detected by flow cytometry (see gating strategy in Supplemental Figure 1E) in CD34^+^CD38^–^ (left panel) and CD34^+^CD38^+^ (right panel) of BM mononuclear cells from volunteer donors of HSPCs (*n* = 14), MDS patients with a NK (*n* = 8), and MDS patients with an aberrant karyotype (1–2 cytogenetic aberrations, *n* = 8; CK, *n* = 6). Statistical analysis was performed using 1-way ANOVA with Tukey’s multiple-comparison test (**D** and **F**). *P < 0.05, **P < 0.01, and ***P < 0.001, and ****P < 0.0001.

**Figure 2:**
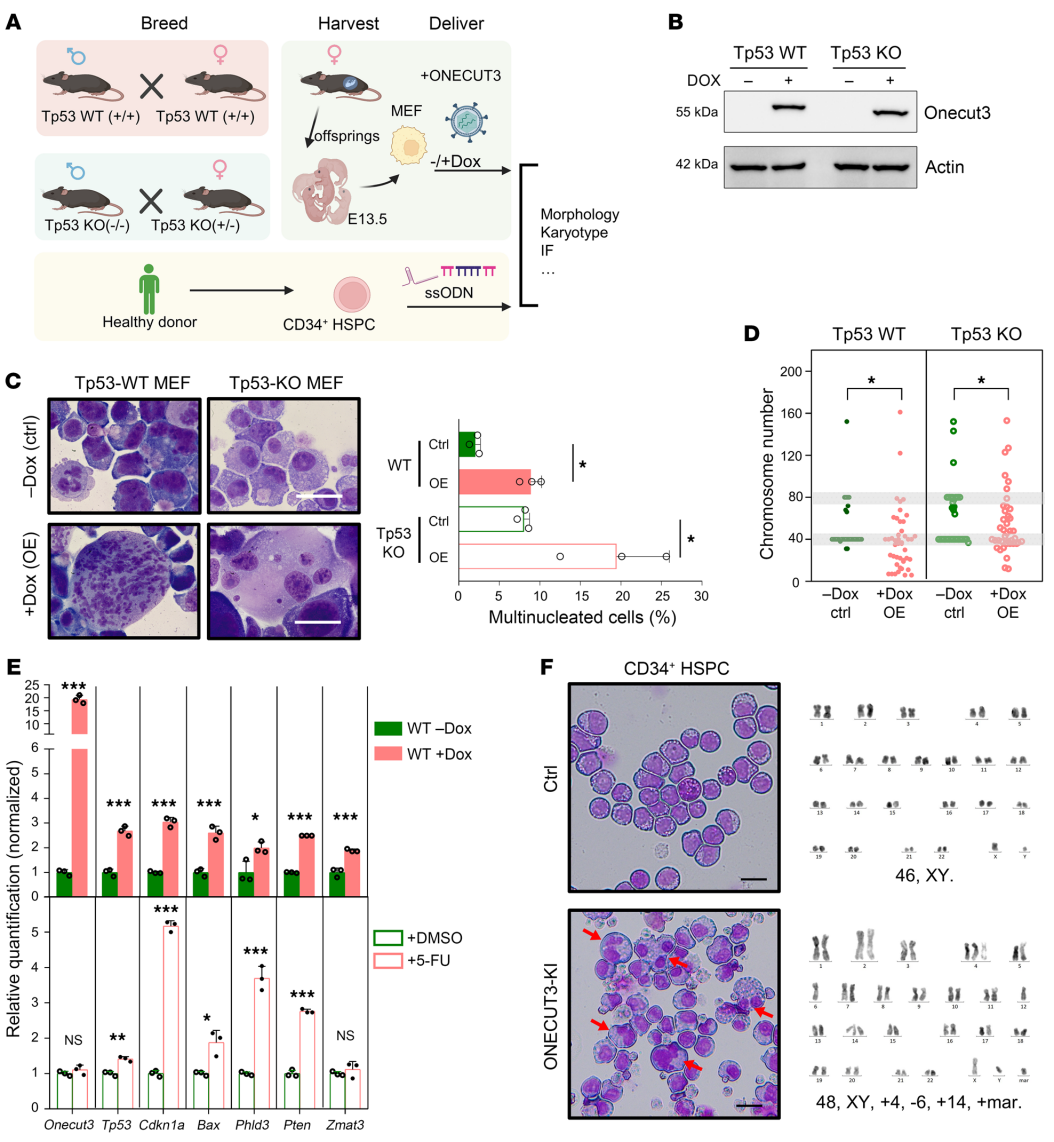
ONECUT3 OE leads to multinucleation and a CK independent of TP53. (**A**) Overview of experimental approach: WT TP53 embryos were acquired by breeding WT Tp53 male and WT Tp53 female mice. Tp53-KO embryos were acquired from breeding of Tp53-KO homozygotic males and Tp53-KO heterozygotic females. The E13.5 embryos were obtained from the above breeding, and MEFs were later isolated from these embryos, with *Tp53^+/+^* and *Tp53^–/–^* genetic backgrounds, respectively. HSPCs were obtained from a healthy donor and isolated to obtain CD34^+^ cells. Onecut3 expression was enforced by the Retro-X Tet-One system in the MEFs, and by ssODN in the human CD34^+^ HSPCs. Then we assessed the morphology, karyotype, and indirect IF. (**B**) Cell lysates were harvested after treatment with or without Dox (100 ng/mL) in both WT Tp53 and Tp53-KO MEFs for 48 hours and were blotted against anti-ONECUT3 antibodies. Actin was used as a loading control. (**C**) Representative images of WT Tp53 and Tp53-KO MEFs after 4 days of Dox treatment, followed cytospin and then Wright-Giemsa staining. Graph shows a comparative analysis of the multinucleated cell percentage (*n* = 3). (**D**) Chromosome number analysis in over 30 mitotic cells. Data points represent individual WT Tp53 and Tp53-KO MEFs. Conventional MEF chromosome numbers (*n* = 40 or 80; in grayscale) were considered as a benchmark; deviations were deemed anomalous. (**E**) Cells were either subjected to induction of ONECUT3 OE (upper panel) or to treatment with 380 μM 5-FU to induce *Tp53* expression or with DMSO for 24 hours (lower panel). (**F**) Analysis of morphology (left) and karyotype (right) for ssODN-mediated control and ONECUT3 expression in human CD34^+^ HSPCs. Red arrows indicate multinucleated cells. Scale bars: 100 μm. Error bars represent the SD. NS, not significant; *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed, paired Student’s *t* test (**C** and **F**–**H**) or χ^2^ test (**D**).

**Figure 3:**
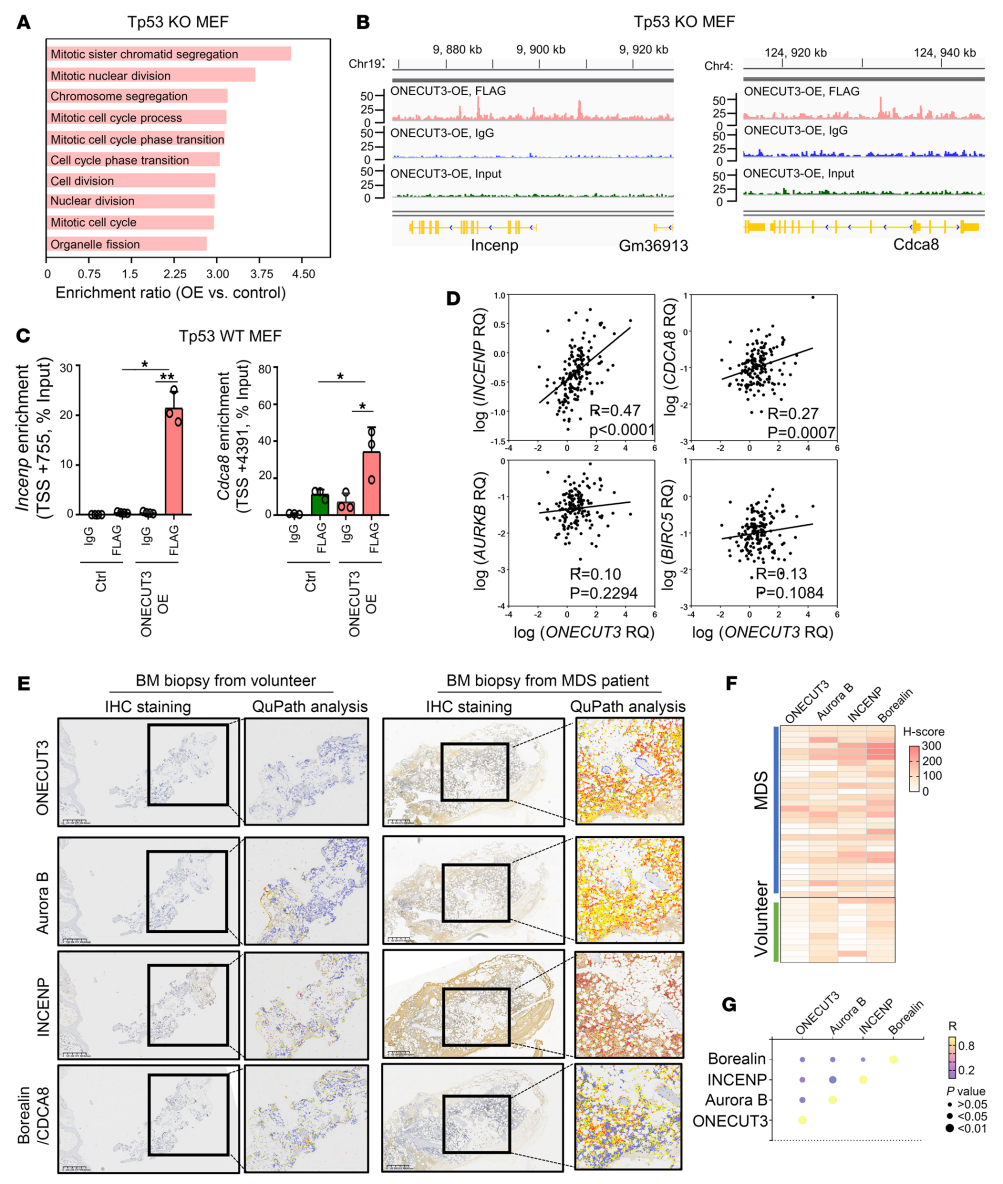
ONECUT3 activates the CPC components INCENP and CDCA8 through direct DNA binding. (**A**) RNA-Seq was conducted on the sample collected after 48 hours of Dox (100 ng/mL) treatment (to induce ONECUT3 OE) compared with no Dox treatment (control) in Tp53-KO MEFs. Gene sets, which were significantly enriched (FDR ≤ 0.05) in the Onecut3-overexpressing cells, are listed according to the normalized enrichment score (NES), using the GO Biological Process program. The top 10 biological processes are shown. Colored bars represent the enrichment ratio. (**B**) Integrative Genomics Viewer (IGV) tracks by ChIP-Seq in Tp53-KO MEF depicts the normalized density profile on *Incenp* and *Cdca8* gene loci. Onecut3 binds at 3 loci (the promoter, intron, and distal regions) of the *Incenp* gene, as well as at 2 loci of the *Cdca8* gene. (**C**) Enrichment of *Incenp* and *Cdca8* was found upon Onecut3 OE via ChIP-qPCR analysis in WT Tp53 MEFs. TSS, transcription start site. (**D**) Correlation between mRNA levels of ONECUT3 and *INCENP*, *CDCA8*, *AURKB*, and *BIRC5* in 165 patients with MDS harboring WT TP53. (**E**) Representative images of immunohistochemical staining (ONECUT3, Aurora B, INCENP, and Borealin/CDCA8) of biopsy tissue from a volunteer (healthy donor) and a patient with MDS (the right black box was the magnified view of the indicated region in the left box). Single-cell color outlines indicate QuPath-analyzed expression (0, blue; 1+, yellow, 2+, orange, 3+, red). Scale bars: 625 μm (left) and ×2 magnification (right). (**F**) Heatmap shows the H-Score with a combination of the staining intensity and cell frequency in each sample. (**G**) Correlation of the abundance of ONECUT3 with Aurora B expression, as determined by IHC. The color and size of the dots indicate the correlation coefficient (*R*) and *P* values. RNA-Seq replicates = 3, ChIP-Seq replicates of OE-Input/IgG = 1, replicates of Ctrl/FLAG = 1, replicates of OE-FLAG = 3. The correlation coefficient (*R*) and *P* values from Pearson’s correlation tests are shown (**D** and **G**). *P < 0.05 and **P < 0.01, by 1-way ANOVA (**C**).

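Between 5 kb downstream of Incenp and 25 kb upstream of its TSS, the peaks of the 3 Onecut3-OE FLAG replicates formed 9 regions, of which 6 had a peak in 1 replicate only. The region from 9889527 to 9889831, 9.83 kb downstream of the TSS, had a peak in replicates 1 and 3, with folds of 3.05 (q = 0.138) and 5.25 (q = 3.69e-06). Inside the gene, replicate 2 alone had a peak from 9882896 to 9883222 at a fold of 3.29 (q = 0.0164), and replicate 3 alone had a peak from 9888906 to 9889108 at 2.52 (q = 0.767). Upstream of the gene, replicate 2 alone had a peak from 9905480 to 9905697 at a fold of 3.09 (q = 0.0466). Replicate 3 alone had peaks from 9903131 to 9903355 at 2.76 (q = 0.232) and from 9921654 to 9921856 at 2.87 (q = 0.404). Within 5 kb of Cdca8 on either side, the peaks formed 1 region.

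**Figure D1:**
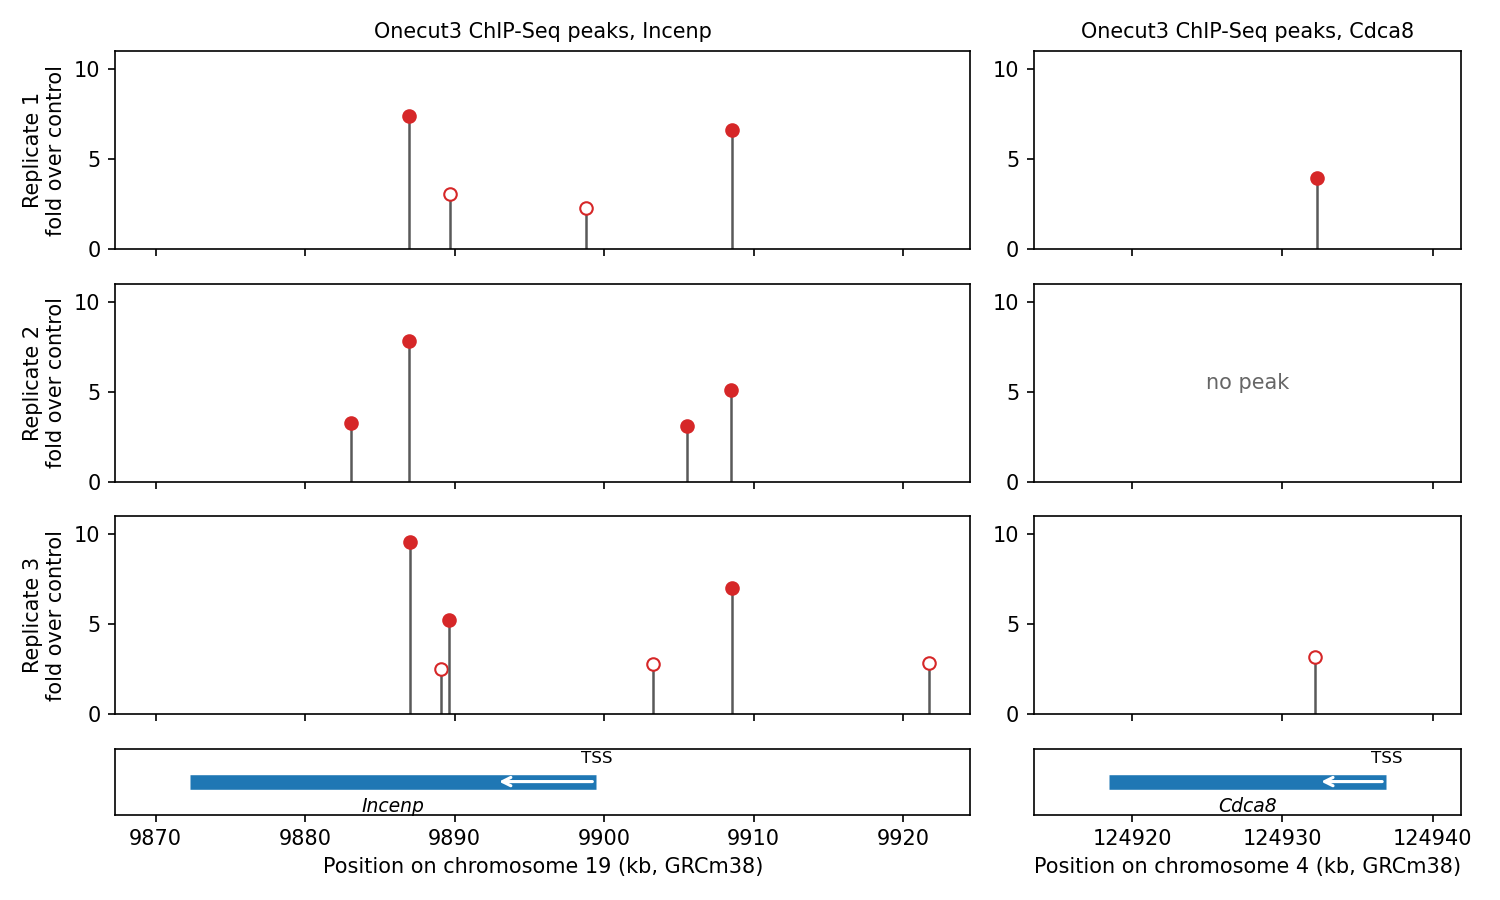
Peaks of the 3 FLAG replicates at Incenp on chromosome 19 and Cdca8 on chromosome 4, with position in kb (GRCm38) on the x axis and the authors' fold over the control on the y axis. Each line stands at a peak's summit, filled circles have q of at most 0.05 and open circles a higher q, and the blue bar is the gene with an arrow from its TSS; 2 regions at Incenp have a filled circle in every replicate, and Cdca8 has a peak in replicates 1 and 3 only.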

**Figure 4:**
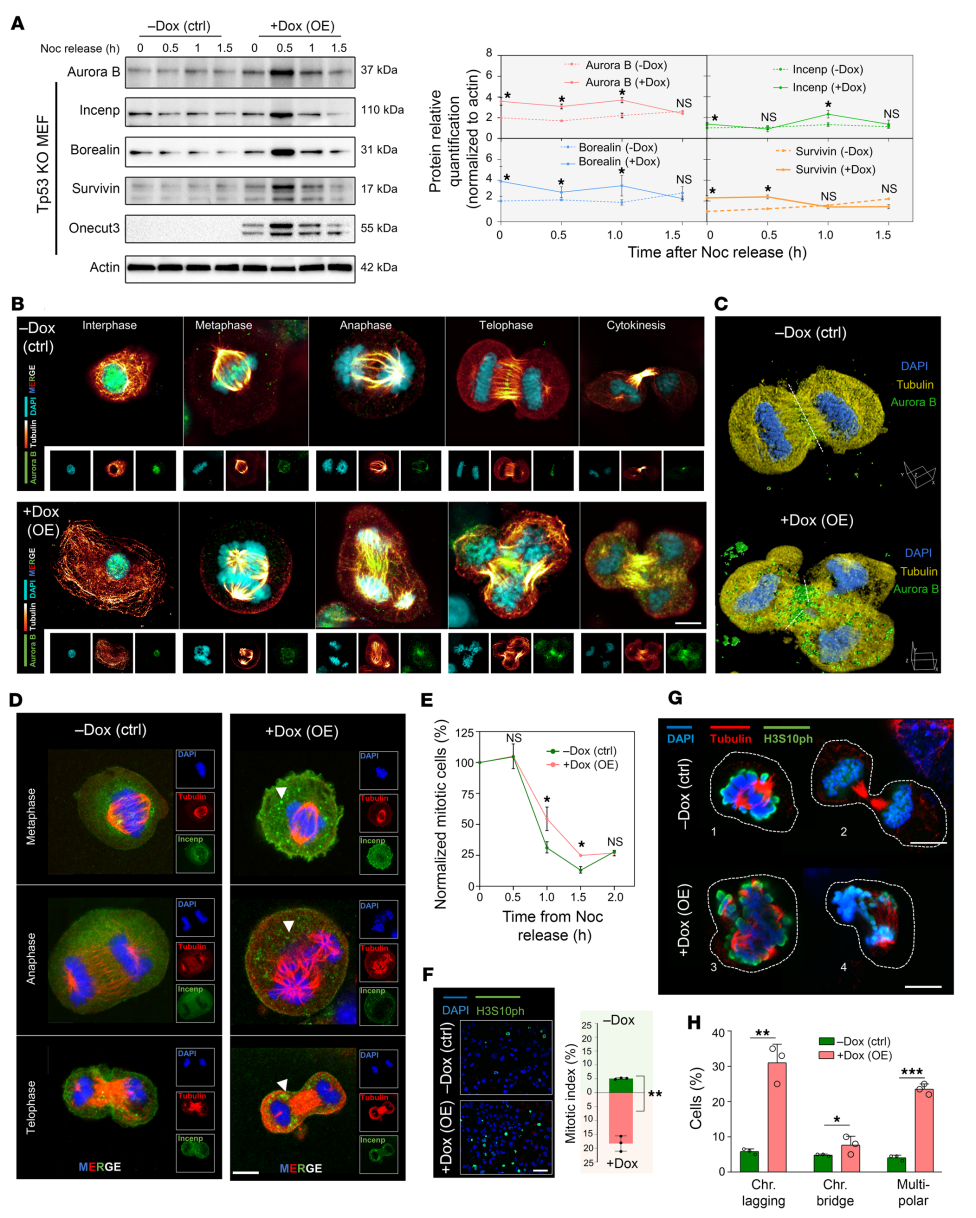
OE of ONECUT3 leads to dysregulation of the CPC and mitotic defects. (**A**) Time course of Western blot analysis of CPC components. Left: Control (–Dox) and ONECUT3 OE (+Dox) Tp53-KO MEFs were treated with nocodazole (Noc) (75 ng/mL) for 15 hours and released at the indicated time points. Cell lysates were blotted with antibodies against Incenp, Borealin, Survivin, and Aurora B. Protein levels were comparatively analyzed at the indicated time points, with gray values determined using ImageJ software (NIH). (**B**) Representative confocal images of the coimmunostaining against DAPI (blue), tubulin (yellow), and Aurora B (green) in each mitotic phase. (**C**) 3D model generated by Huygens, based on photos from *Z*-stack scanning. White dashes indicate the putative cleavage furrow. (**D**) Cells were immunolabeled at the indicated phases with α-tubulin (red) and Incenp (green) antibodies. White arrows indicate the differential localization of Incenp in Onecut3-overexpressing cells compared with the control. (**E**) Flow cytometry was performed to determine the fraction of mitotic cells, using H3S10ph and propidium iodide costaining following nocodazole release, normalized to the initial point (*t* = 0) for each time point. (**F**) Following Dox treatment and subsequent nocodazole treatment and washout, DAPI (blue) and H3S10ph (green) coimmunostaining was performed. Shown is a representative confocal image 1 hour after nocodazole release. Graph shows the mitotic index, evaluated 1 hour after nocodazole release. Randomly counted the number of H3S10ph^+^ cells from 62–120 cells/slide; *n* = 3. (**G**) Costaining with α-tubulin (red), H3S10ph (green), and DAPI (blue). White dashes outline control cells (outlined areas 1 and 2) and Onecut3-overexpressing cells (outlined areas 3 and 4). (**H**) Percentages of cells showing chromosome lagging, chromosome bridging, and multipolarity (*n* = 3). Scale bars: 11.6 μm (**B** and **D**), 10 μm (**C** and **G**), 100 μm (**F**). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-way ANOVA and 2-tailed, paired Student’s *t* test (**E**, **F**, and **H**).

**Figure 5:**
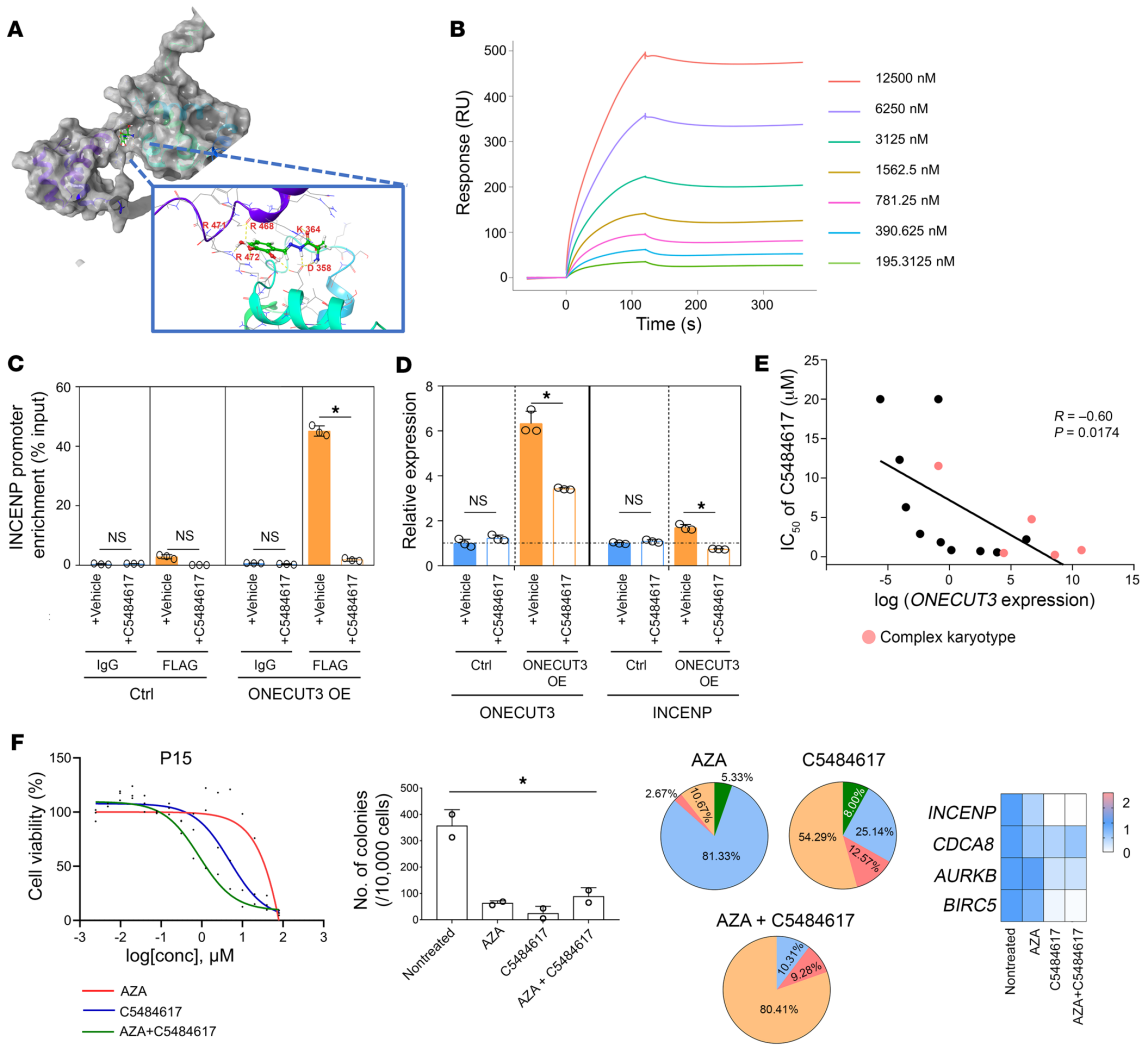
ONECUT3-overexpressing cells show multidrug resistance that could be mitigated by targeting the ONECUT3/CPC axis. (**A**) Docking modeling of the ONECUT3 HOX domain with the C5484617 compound using the Glide module. (**B**) SPR results show the binding of C5484617 to purified ONECUT3 protein in a dose-dependent manner. (**C** and **D**) HEK293T cells were transiently transfected with control (MSCV-vector) and ONECUT3 OE (MSCV-ONECUT3-WT) constructs for a duration of 48 hours. Following this, ChIP-qPCR (**C**) and qPCR (**D**) assays were performed after an additional 36-hour treatment with either vehicle (DMSO) or 2.5 μM C5484617. Graph illustrates the comparative analysis of the enrichment of the INCENP promoter (**C**) and mRNA levels of *ONECUT3* and *INCENP* in different treatment groups (**D**) (*n* = 3). (**E**) Correlation between mRNA levels of *ONECUT3* and the IC_50_ of C5484617 in MDS specimens (*n* = 15). Pale red dots indicate the MDS patient with a CK. (**F**) Representative data from the BM mononuclear cells from a patient with MDS following 48 hours of drug treatments (azacitidine, C5484617, azacitidine with C5484617): cell viability (left), quantification of clone numbers (middle left), proportions of morphological changes (pie chart at middle right, see also Supplemental Figure 11C), and assessment of *ONECUT3*, *INCENP*, *CDCA8*, *AURKB*, and *BIRC5* mRNA expression levels (right). *P < 0.05, by 2-tailed, paired Student’s *t* test (**C** and **D**) and Pearson’s correlation test (**E**).

**Figure 6:**
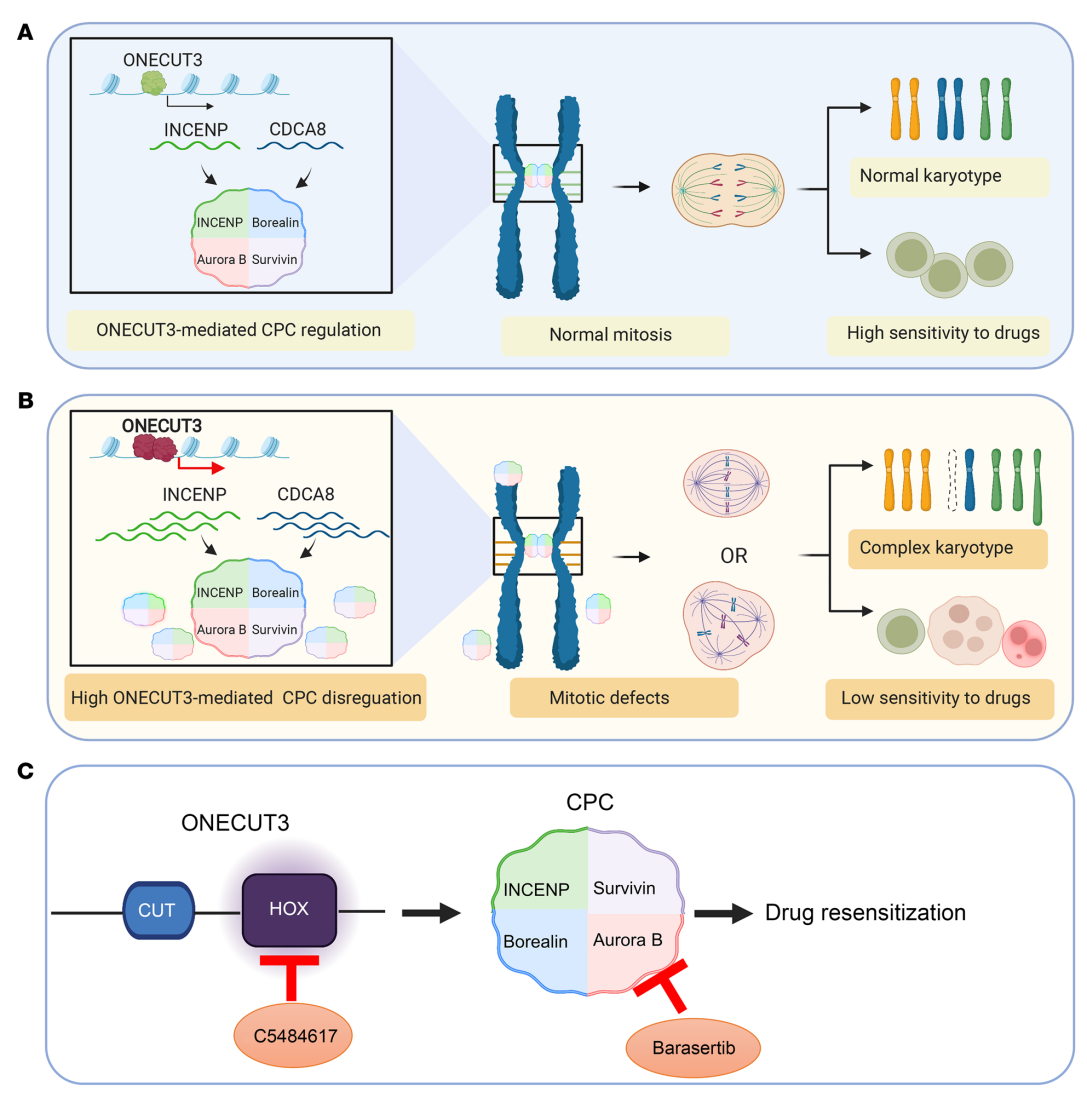
Schematic model depicting highly expressed ONECUT3 causing mitotic defects through upregulation of the CPC. (**A**) By modulating the levels of INCENP and CDCA8, ONECUT3 controlled the mitotic process, thereby ensuring the maintenance of a NK and enhancing sensitivity to drugs. (**B**) OE of ONECUT3 led to its binding to the genome of *INCENP* and *CDCA8*, resulting in the excessive activation of CPC component expression. Dysregulation of the CPC subsequently gave rise to mitotic defects, such as multipolar and chromosome missegregations, leading to the development of a CK and reduced sensitivity to drugs. (**C**) A lead compound, C5484617, was identified that functionally targeted the HOX domain of ONECUT3, inhibiting its transcriptional activity on downstream genes, and synergistically resensitized MDS cells to hypomethylating agents. It was worth noting that ONECUT3-overexpressing cells displayed chemoresistance, which could be partially alleviated through the use of compounds that target the ONECUT3/CPC axis, such as C5484617 or barasertib.

How the deposited data were processed for this re-analysis (not part of the article)

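ChIP-Seq with an anti-FLAG antibody was performed on MEFs in which 100 ng/mL doxycycline induced Onecut3. Of the 6 libraries of the series, the 3 Onecut3-OE FLAG replicates have the peak lists used here. The control FLAG, IgG and input libraries (1 each) and the RNA-Seq were not analysed here. Conditions and replicate numbers were taken from the sample labels and the legend of Figure 3.

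The submitters' processing notes name Bowtie2 2.2.6, MACS2 2.1.0, deepTools 3.3.2 and the build GRCm38, with no role for each, and the paper names MACS for peak calling. The peak names point to the input as control and to calling per sample, without pooling. The lists deposited by the authors give for each peak its start, end and summit, a fold (the ratio at the summit of ChIP pileup to the expected background, with 1 added to each, so that it lies below the plain ratio), a -log10 p-value, a -log10 q-value and a score made from the p-value. Read filters are not given in the sources used here. A fold depends on the depth of both libraries and on the local background, so it was used only to describe, rank or filter peaks within a list, and the number of peaks also moves with depth, which the lists do not give. In MACS2 the fold and the p-value follow from a whole-number pileup and a Poisson background, so both were solved for from the authors' fold and p. Within a tolerance of 0.001 in -log10 p this gave an answer for 100.0% of peaks in replicates 1 and 3 and for 0.179% in replicate 2, whose pileup seems to have been scaled, so pileups are given for replicates 1 and 3 only. The background cannot fall below a genome-wide floor, which was 2.30 fragments in replicate 1 and 2.14 in replicate 3.

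Peaks were merged into regions at an overlap of at least 1 bp. Chance levels came from 1000 seeded circular shifts of replicates 2 and 3 along each chromosome. For the place of shared regions the shared regions themselves were shifted, since shifted lists share too few regions to give a percent. Gene positions came from a RefSeq gene table of GRCm38.p6 with 21887 protein-coding genes, which holds no strand, exons or sequence. The plan had been to use transcription start sites, so either end of a gene was used in their place: a gene counted as bound when a shared region reached within 3 kb of either end, and the binding score summed exp(-(0.5 + 4 x distance / 100 kb)) over shared regions within 100 kb of the nearer end. The planned search for the ONECUT motif and the shares in exons and introns were not run, since both need a sequence or an exon table. The TSS of Incenp and of Cdca8 was set from the arrows in Figure 3B. Gene lists were compared with all other protein-coding genes by two-sided Fisher's exact test, and list medians of the score with 10000 random lists of the same size, each with Benjamini-Hochberg adjustment over 12 lists. The lists were chromosomal passenger complex, chromosome segregation and mitosis, DNA replication and G1/S, hepatocyte, neuronal, fibroblast and extracellular matrix, AP-1 and immediate early, highly transcribed housekeeping, blood cell, and olfactory receptor genes, and 2 others; every symbol was found in the table. The results of those 2 lists and of some genes are not reported here. Genes named are taken from genes that the paper names in its text or figures, the gene nearest to each of the 10 shared regions with the highest mean rank of fold, and for each list up to 4 bound members with the highest score. Genes with the highest scores were named after their values were seen.

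Lists, tests and alternatives were set before the data were examined, apart from the use of gene ends and the shifting of shared regions described above. Both of these departed from the plan. Alternative thresholds were a -log10 q of at least 5 and a fold of at least 5. Alternative overlaps were at least 50% of both peaks or summits within 100 bp. Others left out each replicate in turn, used windows of 1 and 10 kb, a score limit of 50 kb or only autosomes and X. A q of at most 0.05, binding anywhere in a gene, random lists matched on chromosome, the random windows at the loci and all comparisons of chromosomes were chosen after the lists had been looked at. On simulated data, all 500 regions planted into shifted lists of 69278 peaks were found, beside 5 that were shared without planting. A list of genes of which 60 had a planted region gave a Fisher p of 1.07e-135 over 21887 genes, and a list without any gave p = 1. Few regions were shared without planting, so these p-values do not show how the test behaves at the real binding rate. Pileup and background were recovered for 100.0% of 2000 simulated peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.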

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

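The tests in this part were all chosen after the chromosome counts had been seen. Peaks were densest on chromosome 19, which the paper does not discuss as a whole and which carries Incenp: 23.5 ± 6.43 peaks per Mb (SD, n = 3 replicates), against a median of 9.08 and a highest value of 13.2 over the other 18 autosomes. Gene density is argued against as the whole cause, since chromosome 11, with 13.5 protein-coding genes per Mb against 12.1 on chromosome 19, had 9.94 ± 4.00 peaks per Mb (SD, n = 3), although over 19 autosomes the relation itself is unsettled (Spearman rho 0.274, permutation p = 0.258; Pearson's r 0.229, permutation p = 0.345, and r 0.650 without chromosomes 7 and 11, the farthest from the median). More binding from an equal amount of input DNA is argued against as the whole cause by the control background. On chromosome 19, 73.4% of replicate 1 peaks had a control background above the genome-wide floor, against at most 38.4% on any other autosome. In replicate 3 it was 78.9% against at most 42.7%. By their peak names both lists have the same input as control, so replicate 3 is not an independent check of this background. More chromosome 19 DNA in the input and ChIP libraries, as extra copies of the chromosome would give, stays open as a candidate explanation: over the other 18 autosomes the percent of replicate 1 peaks with raised background went with peaks per Mb (rho 0.833, adjusted permutation p = 6.0e-05 over 3 relations; r 0.877, adjusted p = 1.5e-05, and 0.781 without the 2 farthest chromosomes). Against a simple reading, the median background on chromosome 19 was 1.18 times the floor while its peak density was 2.59 times the median, the excess was also there for replicate 1 peaks with a fold of at least 5 (2.57 times the median) and for shared regions (3.16 times), whether so small a rise in background can go with excesses of this size was not tested, the background is known only at peaks, GC content, mappability and more binding together with more DNA were not tested, and with 1 condition no difference between conditions could be tested.

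The strongest shared region is outside the genes the paper discusses. It lies on chromosome 10 inside Stab2, 4.30 kb from the nearer gene end, and its fold over the control was 20.8 ± 1.90 (SD, n = 3 lists), the highest in every list.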

How the results depend on the processing

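Of the alternatives, the q of at most 0.05, binding anywhere in a gene and random lists matched on chromosome were chosen after the data were seen. Of 102 values that answer a comparison, 82 kept their direction and side of the threshold or moved within the spread, and 20 moved. The overlap between replicates, the percent of shared regions near gene ends and the higher fold of shared peaks kept their direction and stayed past the threshold under every alternative run for them. The number of shared regions was 483 at a -log10 q of at least 5, 453 at a fold of at least 5, 2916 at q of at most 0.05 and 6686 to 9435 with 1 replicate left out, where fewer lists have to share a region. Regions in every replicate numbered 0 to 1 at Cdca8 with 1 replicate left out, and the 1 came without replicate 2. Lists past an adjusted p of 0.05 numbered 1 to 2 for shared regions at gene ends with 1 replicate left out, with DNA replication and G1/S added without replicate 2. For the score they numbered 1 at a -log10 q of at least 5 and 1 at a fold of at least 5 (the CPC list, adjusted p 0.0360 and 0.0288; with all peaks it was 0.224, 0.958 with a limit of 50 kb and 0.456 with random lists matched on chromosome; the paper picked 2 of its 4 genes with the same ChIP-Seq, so none of these supports binding at the CPC as a group) and 0 to 1 with 1 replicate left out (olfactory receptor genes without replicate 2). The percentile of Incenp was 99.95 at a -log10 q of at least 5, 99.97 at a fold of at least 5, 99.0 at q of at most 0.05, 94.7 with a limit of 50 kb and 95.8 to 98.5 with 1 replicate left out. Cdca8 had a score of 0 at a -log10 q of at least 5, at a fold of at least 5, with a limit of 50 kb and at an overlap of 50%, so its percentiles there, 46.4, 46.5, 36.7 and 32.4, are those of all genes without a score and no ranks. At q of at most 0.05 it kept its score and was at 74.6, number 5556 of 6396 genes with a score. With 1 replicate left out it was at 55.4 to 85.7, the highest without replicate 2, when the region in its gene body counted as shared.

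Odds ratios of reported lists with no call in either setting turned direction as follows. The CPC list was 9.17 with 10 kb and 2.58 anywhere in the gene. Hepatocyte genes were 1.17 at q of at most 0.05, 1.28 with 1 kb and 1.31 with 10 kb. Neuronal genes were 0 at a -log10 q of at least 5 and at a fold of at least 5, 0.925 at 50% overlap and 0.833 with 10 kb. Fibroblast genes were 0 under both stricter thresholds. AP-1 genes were 0 with 1 kb and 0.858 anywhere in the gene. Blood cell genes were 1.62 with 10 kb. The cause was not tested.

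No paired analysis was possible because only 1 group has more than 1 replicate and no values are compared between groups. The alternatives for the ONECUT motif were not run, since no genome sequence was used here. The lists do not give the number of reads, so the effect of depth on the weaker peaks was not tested.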

Differences from the paper's values

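The paper states that Onecut3 binds at 3 loci of Incenp (the paper's count). The article text does not say how many replicates each needs or at which threshold, and the Supplemental Methods were not searched for this. Regions with a peak in at least 1 replicate numbered 9. At a -log10 q of at least 5 or a fold of at least 5, both set before the data were examined, they numbered 3, equal to the paper's count, but neither includes the promoter peak. With summits within 100 bp they numbered 9, and without replicate 1, 2 or 3 they numbered 8, 7 and 6. Regions with a peak in all 3 replicates numbered 2. Without replicate 2, regions with a peak in both remaining replicates numbered 3, equal to the paper's count, and again the promoter peak was not among them.

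For Cdca8 the paper states 2 loci (the paper's count), again with no rule in the article text. Regions with a peak in all 3 replicates numbered 0, and regions with a peak in at least 1 replicate numbered 1. No alternative set before the data were examined reached the paper's count: without replicate 2 there was 1 region in both remaining replicates, and at a -log10 q of at least 5 or a fold of at least 5 there were 0 in any.

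The paper places 1 of the Incenp loci at the promoter. The peak there was in replicate 1 only, with q = 0.199, and it was not counted at q of at most 0.05, a limit chosen after the data were seen. The intragenic and upstream regions of Incenp were in all 3 replicates.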

Other observations

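Genes with some of the highest binding scores, named after their values were seen, were Hoxa2 and Hoxa3, neighbours on chromosome 6 with overlapping 100 kb windows and scores of 2.46 and 2.40, then Cux1, with a score of 1.95 and 5 shared regions in the gene or within 3 kb, St13, St3gal6, Zc3h18, Srl, Gm51571 and Osbp. Whether any class of genes is frequent among them was not tested. Among the 10 shared regions with the highest mean rank of fold, that on chromosome 11 from 19020252 to 19021052 lay 1.00 kb from Meis1, with folds of 12.7, 12.2 and 13.4 in replicates 1, 2 and 3. The region on chromosome 14 from 55091755 to 55092624 lay 0.192 kb from an end of Zfhx2, with folds of 12.6, 15.4 and 12.8. Other regions of the 10 lay nearest to Sdhaf2, Gm5820, Hip1, Sec23ip, Pdk2, Cnih3 and Vps51.

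The nearest shared region to Onecut3 lay 19.4 kb from the gene on chromosome 10, from 80475194 to 80475727, with folds of 8.43, 8.35 and 8.59, while Onecut1 and Onecut2 had none within 100 kb. Of other genes the paper names, Phlda3 was at percentile 89.6, Cdkn1a at 79.9 and Kmt2d at 60.7 by score. Kmt2d was number 8612 of the 8799 genes with a score. Taken from each replicate's own list, the percentile was 81.5 ± 5.67 for Phlda3, 56.0 ± 15.1 for Cdkn1a and 71.0 ± 37.9 for Kmt2d (SD, n = 3). Bax, Zmat3, Phf6, Idh2 and Fbxw7 had no shared region within 100 kb of a gene end. Shared regions at a gene end were at 1 of 24 hepatocyte genes (Foxa2; Fisher's exact test, adjusted p = 1), 2 of 24 neuronal genes (Map2 and Lhx5; adjusted p = 0.535) and 2 of 20 AP-1 and immediate early genes (Ier2 and Fosl2; adjusted p = 0.495), and the 1 olfactory receptor gene was Olfr1271.

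Peaks within 1 kb of a gene end had a control background above the floor more often than other peaks. It was 51.9% against 33.2% in replicate 1 (Fisher's exact test, p = 2.63e-59) and 55.8% against 37.2% in replicate 3 (Fisher's exact test, p = 1.66e-47). The comparison was chosen after the data were seen, and neighbouring peaks are not independent in it. By their peak names both lists have the same input as control, so the 2 replicates are not independent checks of the background. The promoter peak of Incenp lies within 1 kb of a gene end, with a background of 7.27 fragments against a floor of 2.30.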
